A study of Homo sapiens with 8 samples.

How the data were processed

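Endothelial progenitors were derived from one established human induced pluripotent stem cell line, iPS DF19-9-11T.H, by 2 differentiation protocols, and cells positive for the surface marker CD34 were isolated by fluorescence-activated cell sorting, per the labels' protocols. RNA of 4 biological replicates per protocol was sequenced as TagSeq, a method that reads only the 3 prime end of polyadenylated transcripts, so that a count follows the number of transcript molecules with little dependence on transcript length. The small molecule protocol induced mesoderm with CHIR99021, an inhibitor of GSK3, and then used ascorbic acid. The growth factor protocol induced mesoderm with activin A, BMP4 and BIO (another GSK3 inhibitor) and then used VEGF and SB431542, an inhibitor of the TGF-beta and activin receptors. The label titles gave each library its protocol and replicate number, and all 8 table columns could be assigned to a library by name.

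The deposited table holds estimated counts (expected counts) of 63187 Ensembl genes in 8 columns, which the authors deposited without scaling between libraries, as the totals show. The unit was read from the values: they are never negative, the library totals differ, and 11.2% to 14.4% of the nonzero values of a library are not whole, as happens where reads that match several transcripts or genes are divided among them. The aligner or quantifier, the genome build, the annotation, the treatment of molecular identifiers and any filter that the authors applied are not stated per the labels or per the file headers. Since no build is stated, no coordinates are given. Gene symbols are those of the table, and 62030 of its identifiers were also in the supplied name table. GENCODE release 29 was used only for gene types, chromosome names and the GC content of transcript ends, matched on identifiers without version, with a GC value for 98.4% of the tested genes. The treatment of strand is also not stated, so antisense genes are reported as uncertain.

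The estimated counts were rounded to whole numbers. Library totals ran from 1096263 to 1830274 counts, and 17037 to 19656 genes had at least 1 count in a library. At this depth 3 counts, the limit that a count of 0 allows, correspond to 1.57 to 2.89 CPM (counts scaled to a common library total), and a fold change against a group whose libraries all lie at or under 3 counts is given only as a lower bound computed against that limit. Exceptions are APCDD1, TWIST1 and TDGF1, where most libraries of the lower protocol hold 2 or 3 counts. That limit is too low for them, and their fitted change is given. The floors cover counting error only, because it is not known whether duplicate reads were removed.

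Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr by protocol (minimum count 10, minimum total count 15), scaling by the trimmed mean of M values (TMM), and the quasi-likelihood F test (glmQLFit and glmQLFTest) with protocol as the single term. The filter kept 11315 of the 27553 genes with a count. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. A positive log2 fold change means higher expression with growth factors. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes. For the comparison of replicates 1 to 3 with replicate 4, log2 differences were taken from log2 CPM with a prior count of 2, which shrinks the differences of genes with low counts.

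Before the data were examined, 16 gene lists with 291 entries were fixed, and all entries were present in the table. Of their genes, 14 are held by 2 lists. The lists were tested with camera (limma 3.58.1) on log2 CPM with a preset correlation between genes of 0.01, adjusted over the 16 lists, and the value given for a list is the median log2 fold change of its tested members. Where members had one protocol at the floor, the median with these members at their bound is given too. The genes named in the text were also chosen by a rule fixed before the data were examined. It took the 8 largest changes in each direction among called genes with a symbol, a mean of at least 10 CPM in the higher protocol and libraries of the 2 protocols that did not overlap. It added CD34, and from each list up to 4 called members with a mean of at least 5 CPM in the higher protocol and the largest absolute log2 fold changes. The spread of replicates was each library's root mean square distance in log2 CPM from the mean of the other libraries of its protocol. Single values were compared by two-sided exact permutation tests over the 70 assignments of 4 and 4 libraries, whose smallest possible p is 0.0286.

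Replicates were compared before they were averaged, by Pearson correlation of log2 CPM across genes and by a chi-square test of counts over 8132 tested genes whose deposited values were whole in all 8 libraries. No pair agreed within sampling noise, so no library was taken for a copy of another and each was counted as 1 replicate. This test does not show that the replicates are independent: duplicate reads alone could raise the statistic, and it is not stated whether replicates 1 to 3 came from separate differentiations. The fit with replicates 1 to 3 summed covers the case that they did not. That fit has no term for replicate 4, so a shift shared by both replicate 4 libraries enters its error. Replicate 4 of both protocols stood apart from replicates 1 to 3. The labels give no batch, so this split was seen only in the data, and results are also given for replicates 1 to 3, for replicate 4, and with replicate 4 against the rest as a term in the model.

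Alternatives fixed before the data were examined were DESeq2 size factors in edgeR, total counts without TMM, leaving out mitochondrially encoded and the 20 most abundant genes, DESeq2 1.42.0, limma-voom, robust edgeR, no filter on low counts, a mean count of at least 20, a test against a 2-fold change (glmTreat), the replicate number as a block, leaving out each library in turn, and for the lists also fry and camera with an estimated correlation. For the spread and the principal components they were the 500 most variable genes, a mean count of at least 20 or 100, and thinning to the smallest library. Chosen after the data were seen were the replicate 4 term, with and without a correction for the GC content of the last 500 bases of the longest transcript, replicates 1 to 3 alone, replicates 1 to 3 summed into 1 library per protocol, rows of one symbol summed, and for the relation of HOX changes to the paralogue number fitted values in place of bounds. Further marker lists (hepatic and yolk-sac endoderm, epithelial, neural crest and ectoderm) were written before their values were looked at, and serve only for tests in the closing section.

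The procedures were tested on simulated counts with the means, dispersions and library sizes of the real data. Over 3 simulations with 200 changed genes each, on 11091 tested genes, edgeR recovered 81.8% of the changed genes and 6.94% of its calls were false. With no changed gene it made 2 calls among 11101 tested genes. The simulated libraries were drawn independently and had no shift shared by the replicate 4 libraries. Fewer genes were changed in them than were called in the real data. These rates may therefore not hold for the real data.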

Results

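TagSeq libraries were made from sorted CD34-positive endothelial progenitors of the human induced pluripotent stem cell line iPS DF19-9-11T.H, to ask how the differentiation protocol affects the cells obtained. There were 4 libraries of the small molecule protocol and 4 of the growth factor protocol. The small molecule libraries held 1363042, 1096263, 1817364 and 1739732 counts in replicates 1 to 4, and the growth factor libraries 1710481, 1715387, 1761125 and 1830274. The totals did not differ between protocols beyond the spread of replicates (exact permutation test, two-sided p = 0.314, n = 4 per protocol). The 20 most abundant genes took 7.15% ± 0.177 of the counts with small molecules and 6.41% ± 0.173 with growth factors (SD, n = 4). Ribosomal protein genes took 11.9% ± 0.470 and 9.86% ± 0.681 (SD, n = 4), and for both shares the exact permutation test gave p = 0.0286, the smallest it can give. Mitochondrially encoded genes took 1.97% ± 0.153 and 1.55% ± 0.364 (SD, n = 4; exact permutation p = 0.143). That comparison rested on replicate 4. In replicates 1 to 3 the shares were 2.04% ± 0.0305 and 1.37% ± 0.0496 and did not overlap (SD, n = 3; exact permutation p = 0.1, the smallest that 3 against 3 libraries allow), while in replicate 4 the order was reversed, at 1.74% and 2.10%. The shares of ribosomal protein genes and of the 20 most abundant genes had the same order in replicate 4 as in replicates 1 to 3.

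The protocols separated on the first principal component of log2 CPM, which carried 56.6% of the variance. The second component carried 16.7% and separated replicate 4 of both protocols from replicates 1 to 3. Across genes, which are not independent replicates, Pearson's r within a protocol was 0.962 to 0.972 among replicates 1 to 3 and 0.925 to 0.938 for pairs with replicate 4. Between protocols it was 0.843 to 0.882. In replicates 1 to 3 alone the first component carried 74.4%, the largest share among the alternatives. The chi-square statistic per degree of freedom was 1.102 to 1.58 among replicates 1 to 3 of a protocol, above sampling noise, and 3.89 to 7.77 for pairs with replicate 4. The biological coefficient of variation over all 4 replicates was 17.3% with small molecules and 18.9% with growth factors. Over replicates 1 to 3 it was 7.35% and 6.79%.

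**Figure D1:**
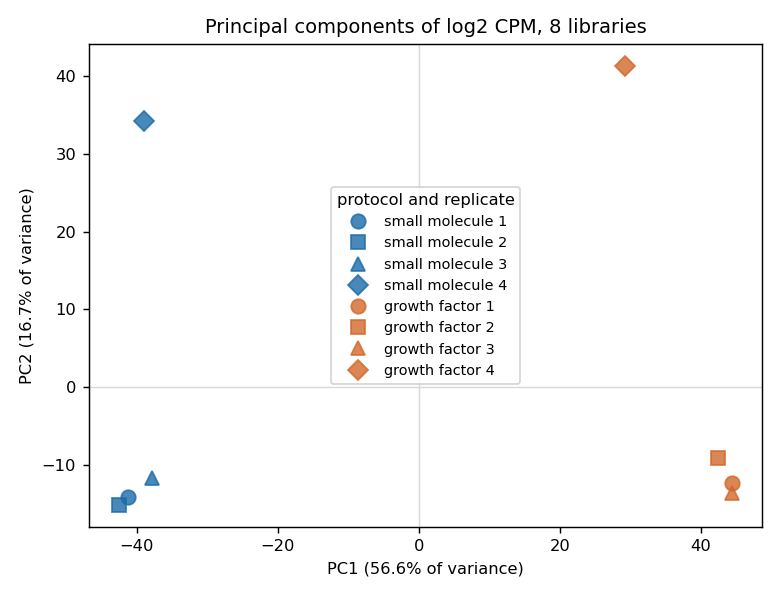
Each point is 1 library, placed by its scores on the first principal component (56.6% of the variance) and on the second (16.7%), computed from log2 CPM of 11315 genes. Colours mark the protocol and shapes the replicate number. Replicate 4 has scores of 34.2 (small molecule) and 41.2 (growth factor) on the vertical axis, and the other 6 libraries lie between -15.1 and -9.02.

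Because the study asks about variability that depends on the protocol, the spread of the replicates was compared. The mean distance of a library from the other libraries of its protocol was 0.449 ± 0.0767 log2 units with small molecules and 0.427 ± 0.114 with growth factors (SD, n = 4). The ratio of growth factor to small molecule spread was 0.952, which did not differ from equal spread (exact permutation test, two-sided p = 0.6). Replicate 4 had the largest distance in each protocol, 0.561 with small molecules and 0.597 with growth factors. In replicates 1 to 3 alone the ratio was 0.843 (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). The distance includes counting noise, and small molecule replicates 1 and 2 had the lowest totals. This ratio therefore does not separate the spread of replicates from depth. Leaving out 1 library moved the ratio between 0.790 (without growth factor replicate 4) and 1.09 (without growth factor replicate 2). It lay above 1 without small molecule replicate 4 (1.05) and without growth factor replicates 1, 2 or 3 (1.09, 1.09 and 1.08). No difference in spread was detectable with 4 libraries per protocol.

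Of the 11315 tested genes, 2685 (23.7%) differed between protocols at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 1457 were higher with growth factors and 1228 higher with small molecules. A change of at least 2-fold was estimated for 1066 of them, 661 higher with growth factors and 405 higher with small molecules. Over all 11315 tested genes, called or not, the libraries of the 2 protocols did not overlap in 3040 (26.9%), where chance gives 2.86%. In 105 called genes one protocol lay at or under 3 counts in all of its libraries. The alternative that moved the number of calls most was summing replicates 1 to 3 of each protocol into 1 library, which left 266 genes. It has fewer libraries and no term for replicate 4, and both can lower the number of calls. This alternative matters because the series calls the 4 libraries biological replicates, but does not say whether replicates 1 to 3 came from separate differentiations. If they did not, each protocol has 2 independent replicates, and the errors and p-values given for 4 are too small.

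The comparison was repeated within the split seen in the data. In replicates 1 to 3 alone, 4479 of 11398 tested genes were called, 2301 higher with growth factors and 2178 higher with small molecules, and 2596 of the genes called over all 8 libraries were among them. With replicate 4 as a term in the model, 4146 genes were called, which include all 2685. Replicate 4 has 1 library per protocol and allows no test, so only directions were compared. Of 4304 genes called in replicates 1 to 3 and tested in both fits, 3658 (85.0%) had the same direction in the replicate 4 pair. Of the 1240 with a change of at least 2-fold, 1135 (91.5%) did, while 71.0% of all tested genes did. An interaction of protocol and replicate 4 was also fitted. With 1 replicate 4 library per protocol, its error comes only from replicates 1 to 3. It cannot tell a different protocol effect from the spread between libraries, so only effect sizes are given below.

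The transcript of the sorting marker, CD34 (ENSG00000174059.17), was lower with growth factors. It stood at 620 ± 66.8 CPM with small molecules and 363 ± 109 CPM with growth factors (SD, n = 4), a log2 fold change of -0.77 with a standard error of 0.18 (edgeR adjusted p = 0.00868). The counts behind these values were 725 to 1026 per small molecule library and 481 to 994 per growth factor library, and the 2 sets of CPM values did not overlap. The difference was -1.01 on the log2 scale in replicates 1 to 3 and -0.20 in replicate 4, which has 1 library per protocol. With replicates 1 to 3 summed the log2 fold change was -0.54 and CD34 was no longer called (edgeR adjusted p = 0.415). Over the 22 alternatives the adjusted p ran from 1.2e-07 to 0.415.

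**Figure D2:**
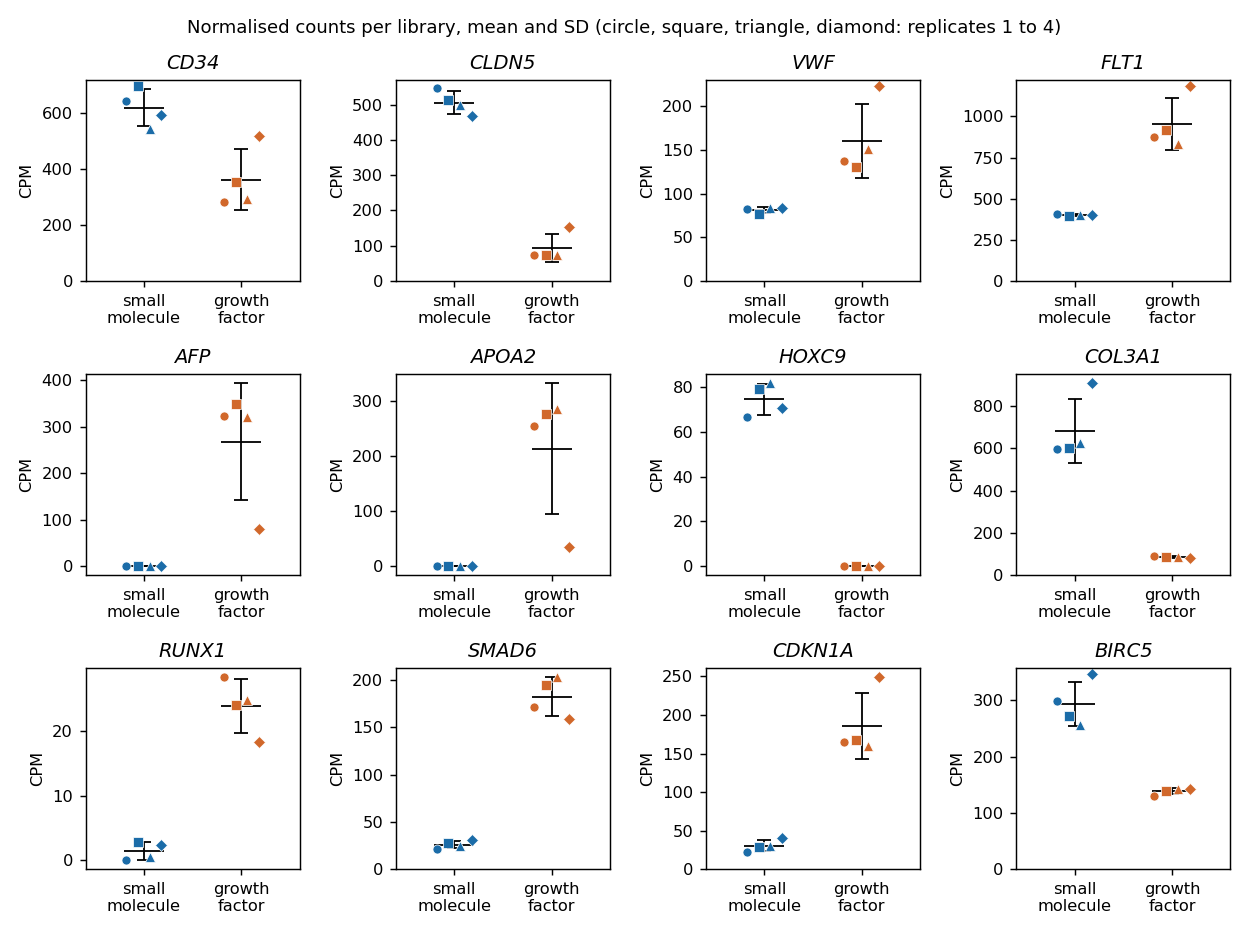
Normalised counts (CPM, vertical axes) of 12 genes in the 4 libraries of each protocol. Points are libraries, with shapes for replicates 1 to 4, and black bars give the mean and SD (n = 4). CD34 and CLDN5 are lower with growth factors, and replicate 4 of the growth factor protocol lies nearest to the small molecule libraries for these genes. AFP stands at 0 counts in the small molecule libraries and at 79.3 CPM in growth factor replicate 4, below replicates 1 to 3.

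The 8 genes with the largest fitted rises with growth factors were AFP, APOA2, MTTP, HNF4A, RBP4, FOXA2, FGB and C2orf72. In the small molecule libraries these genes lay at or under 3 counts, so their fold changes are lower bounds and their rank is not firm. AFP (ENSG00000081051.8) averaged 267 ± 126 CPM with growth factors (SD, n = 4) and was at least 124-fold higher (edgeR adjusted p = 5.9e-05). FGB (ENSG00000171564.12) averaged 280 ± 147 CPM (SD, n = 4) and was at least 130-fold higher (edgeR adjusted p = 1.5e-05). APOA2 (ENSG00000158874.11) averaged 214 ± 120 CPM (SD, n = 4) and was at least 99.0-fold higher (edgeR adjusted p = 0.000325). The bounds of the other 5 genes ran from 16.9-fold for C2orf72 to 41.9-fold for MTTP. In all 8 genes growth factor replicate 4 lay below replicates 1 to 3, at 0.106 to 0.240 of their mean. MTTP and FOXA2 were not called under robust edgeR.

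The 8 genes with the largest fitted falls with growth factors were HOXC9, POSTN, HOXC6, HOXA7, RSPO2, HOXC8, HOXD9 and KLRK1-AS1. Each was listed at 0 in the 4 growth factor libraries, so only their bounds are firm and their rank is not. HOXA10, which was not at the floor, had a log2 fold change of -5.48, beyond the bound of -3.67 for HOXC6. HOXC9 (ENSG00000180806.5) averaged 74.5 ± 7.01 CPM with small molecules (SD, n = 4) and was at least 43.7-fold lower with growth factors (edgeR adjusted p = 6.7e-07). POSTN (ENSG00000133110.15) averaged 39.6 ± 30.9 CPM (SD, n = 4) and was at least 23.2-fold lower (edgeR adjusted p = 0.000395). Its mean rested on small molecule replicate 4, at 85.9 CPM, and without that library it was 24.2 CPM and the bound 14.2-fold. The bounds of the other 6 genes ran from 8.13-fold for KLRK1-AS1 to 12.8-fold for HOXC6. KLRK1-AS1 is an antisense gene, and its counts are uncertain because the strand used in counting is not stated. Neighbouring HOX transcripts overlap in places, so the division of their counts between single genes is uncertain as well.

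Of the 16 gene lists, 7 differed between protocols at an adjusted p under 0.05 in the camera test, adjusted over the lists. The HOX list had a median log2 fold change of -4.74 (20 tested genes, adjusted p = 2.5e-10), or of -2.93 with the 8 genes at the floor set to their bounds. The cell cycle list had a median of -0.58 (21 genes, adjusted p = 2.3e-06) and the mesenchymal and mural list a median of -1.46 (14 genes, adjusted p = 0.00682). The BMP target list rose by a median of 1.69 (12 genes, adjusted p = 4.1e-05) and the TGF-beta and activin target list by 0.58 (15 genes, adjusted p = 0.0124). The hemogenic and blood list had a median of 1.78 (8 genes, adjusted p = 0.00265), or 1.43 with 2 genes at their bounds, and the cardiac list a median of 1.02 (9 genes, adjusted p = 0.00817). The mean list score per library did not overlap between protocols for these 7 lists (exact permutation p = 0.0286, n = 4 per protocol), nor for the venous and lymphatic, pluripotency, protease, VEGF and WNT lists. The alternative that moved a median most was a mean count of at least 20, which kept 11 of the 39 HOX genes and gave a median of -0.56 (adjusted p = 0.0587). Over the 18 alternatives the adjusted p of the HOX list ran from 1.4e-15 to 0.0587. In replicates 1 to 3 alone 6 of these lists were called, and the TGF-beta and activin list, with a median of 0.57, was not (adjusted p = 0.0512, and 1.3e-05 to 0.0676 over its alternatives). Fry gave an adjusted p under 0.05 for all 7 and for 4 further lists, while camera with an estimated correlation kept only the HOX list (adjusted p = 0.00633).

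The remaining 9 lists were not past the threshold in camera. Their medians were -0.23 for the pan-endothelial list (adjusted p = 0.246), 0.34 for arterial (adjusted p = 0.937) and -0.45 for venous and lymphatic endothelial genes (adjusted p = 0.246). They were 0.06 for VEGF and angiopoietin signalling (adjusted p = 0.279), 0.13 for matrix proteases and inhibitors (adjusted p = 0.279) and -0.52 for basement membrane and matrix (adjusted p = 0.706). WNT targets had a median of -0.58 (adjusted p = 0.237), hypoxia genes of -0.05 (adjusted p = 0.868) and pluripotency genes of 0.07 (adjusted p = 0.622). The split by replicate mattered for the endothelial lists. The pan-endothelial median was -0.39 in replicates 1 to 3, where camera gave an adjusted p of 0.0260, and 0.25 in replicate 4. Without growth factor replicate 4 it was -0.31 (adjusted p = 0.0388), and over its 18 alternatives the adjusted p ran from 0.0260 to 0.762. The arterial median was 0.03 in replicates 1 to 3 and 1.17 in replicate 4, and 0.11 without growth factor replicate 4. The WNT target median lay near 0 in replicates 1 to 3, at 0.04 as a log2 CPM difference and -0.04 in the fit, and was -0.90 in replicate 4 as a log2 CPM difference. Without small molecule replicate 4 the fit gave -0.18. Other medians near 0 also rested on single libraries. The pluripotency median ran from -0.02 without small molecule replicate 4 to 0.25 without growth factor replicate 4, and the hypoxia median from -0.15 without growth factor replicate 1 to 0.01 without growth factor replicate 4. The VEGF median ran from 0.02 without growth factor replicate 3 to 0.31 without small molecule replicate 4. The protease median was 0.21 without small molecule replicate 3. The basement membrane median was -0.33 without small molecule replicate 4 and -0.32 without growth factor replicate 4. The pan-endothelial median was -0.14 and -0.11 without growth factor replicates 2 and 3.

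**Figure D3:**
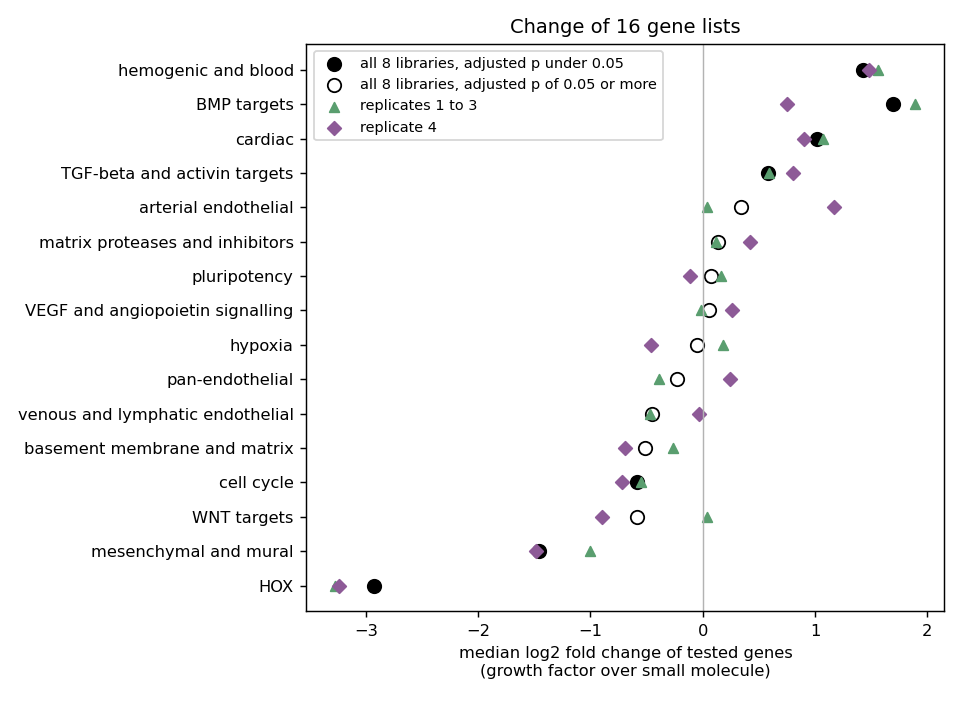
Median log2 fold change (horizontal axis, growth factor over small molecule) of the tested genes of 16 lists. Circles are the fit to all 8 libraries with genes at the floor set to their bounds, filled where the camera adjusted p was under 0.05. Triangles are log2 CPM differences in replicates 1 to 3 and diamonds those of the single pair of replicate 4. The 7 filled circles have triangles and diamonds on the same side of 0, while the pan-endothelial, pluripotency and hypoxia lists have them on opposite sides. So do the VEGF and WNT lists, but only on this scale, since their fitted medians in replicates 1 to 3 were 0.24 and -0.04.

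Within the endothelial lists single genes moved in both directions. CLDN5 (ENSG00000184113.10) was at 506 ± 32.9 CPM with small molecules and 93.5 ± 39.3 CPM with growth factors (SD, n = 4; log2 fold change -2.43, SE 0.22, edgeR adjusted p = 1.5e-05). ROBO4 (-1.48), JAG1 (-1.79), SOX17 (-1.69), IGFBP3 (-1.99), APLNR (-0.86), NRP2 (-0.66) and NT5E (-0.59) were also lower by the log2 fold changes given. VWF (ENSG00000110799.14) rose from 81.3 ± 3.54 to 160 ± 42.7 CPM (SD, n = 4; log2 fold change 0.98, SE 0.17, edgeR adjusted p = 0.00138). MCAM (1.03), GJA5 (1.62) and PDPN (1.17) were higher, although PDPN was not called in 4 of the 8 fits that left out 1 library (edgeR adjusted p from 0.0509 to 0.0694 in these 4). The log2 CPM differences in replicates 1 to 3 and in replicate 4 were -2.79 and -1.61 for CLDN5. They were -1.54 and -2.88 for IGFBP3, -1.80 and -1.20 for SOX17, and 1.33 and 2.15 for GJA5. They were -1.10 and -0.11 for APLNR and -0.47 and -1.30 for NRP2, so each gene kept its direction. Adjusted over the list alone, 9 of 19 tested pan-endothelial, 12 of 15 arterial and 6 of 9 venous and lymphatic genes were called, against 8, 8 and 4 adjusted over all genes tested.

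Among the signalling lists, FLT1 (ENSG00000102755.13), which encodes a VEGF receptor, rose from 399.9 ± 4.53 to 952 ± 158 CPM (SD, n = 4; log2 fold change 1.25, SE 0.12, edgeR adjusted p = 2.8e-05). VEGFA rose by 2.10 on the log2 scale, and ESM1 and APLN were at least 24.3-fold and 8.93-fold higher with growth factors. SMAD6 (ENSG00000137834.15) rose from 26.1 ± 4.05 to 182 ± 20.5 CPM (SD, n = 4; log2 fold change 2.79, SE 0.15, edgeR adjusted p = 4.0e-07). The other named BMP target genes, NOG, MSX2 and BMPER, rose by 2.70 to 3.58. Among TGF-beta and activin targets, CDKN1A (2.57), CCN1 (2.67) and CCN2 (2.73) were higher and COL1A1 (-2.35) was lower by the log2 fold changes given. The COL1A1 difference was -2.08 in replicates 1 to 3 and -2.87 in replicate 4. CCN2 was not called by limma-voom, and its growth factor replicate 4 (5.22 CPM) lay within the small molecule range, which reached 6.90 CPM. Among WNT targets SP5 was higher (2.25), while MYC (-2.25), LEF1 (-1.56) and APCDD1 (-2.72, SE 0.355) were lower. APCDD1 had 2 or 3 counts in each growth factor library. Adjusted over the list alone, 10 of 12 BMP, 11 of 15 TGF-beta and activin, 6 of 9 WNT and 8 of 13 VEGF genes were called, against 10, 10, 6 and 6 adjusted over all genes tested.

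Genes of other lineages also differed. RUNX1 (ENSG00000159216.19) rose from 1.44 ± 1.38 to 23.9 ± 4.17 CPM with growth factors (SD, n = 4; log2 fold change 4.04, SE 0.45, edgeR adjusted p = 6.1e-05). MYB was higher by 2.79, and ITGA2B and ITGB3 were at least 4.98-fold and 4.27-fold higher. Among cardiac genes MYL4 (3.39), NKX2-5 (2.34) and GATA4 (1.87) were higher and HAND1 (-2.07) was lower, and NKX2-5 was not called by limma-voom. For NKX2-5, growth factor replicate 4 (4.17 CPM) lay within the small molecule range, which reached 7.95 CPM. COL3A1 (ENSG00000168542.17) fell from 684 ± 152 to 86.9 ± 3.69 CPM (SD, n = 4; log2 fold change -2.98, SE 0.16, edgeR adjusted p = 4.0e-07). DCN was at least 16-fold lower. TWIST1 had a log2 fold change of -3.22 (SE 0.58), with 0 to 3 counts per growth factor library. The COL3A1 difference was -2.77 in replicates 1 to 3 and -3.43 in replicate 4. Of the pluripotency list, EPCAM (4.66) and L1TD1 (4.48) were higher and TDGF1 (-4.61, SE 0.62) was lower with growth factors. The L1TD1 mean with growth factors was 46.8 CPM and 25.7 CPM without replicate 4. The TDGF1 mean with small molecules was 28.7 CPM and 17.1 CPM without replicate 4. In replicates 1 to 3 alone the log2 fold change of TDGF1 was -3.81. TDGF1 has processed pseudogenes, so its counts are uncertain. Adjusted over the list alone, 6 of 8 hemogenic, 9 of 9 cardiac, 10 of 14 mesenchymal and 3 of 7 pluripotency genes were called, against 5, 8, 10 and 3 adjusted over all genes tested.

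The 21 genes of the cell cycle list were all tested and 13 were called, all of them lower with growth factors, with 16 called when adjusted over the list alone. BIRC5 (ENSG00000089685.15) fell from 293 ± 39.3 to 139 ± 5.93 CPM (SD, n = 4; log2 fold change -1.08, SE 0.12, edgeR adjusted p = 7.6e-05), and MCM2, CCNB2 and AURKB had log2 fold changes of -1.16, -1.11 and -0.97. Among matrix genes LAMB1 (1.91), FN1 (1.47), LAMA5 (1.03), MMP9 (3.31), ADAMTS9 (1.34) and PLAUR (1.31) were higher and FBN1 (-1.53) and TIMP2 (-1.74) were lower. The FN1 difference was 1.64 in replicates 1 to 3 and 1.05 in replicate 4. Adjusted over the list alone, 14 of 15 basement membrane genes and 6 of 14 protease and inhibitor genes were called, against 10 and 6 adjusted over all genes tested. Of 12 tested hypoxia genes 3 were called by either adjustment: VEGFA and P4HA1 (0.99) were higher and LDHA (-0.68) was lower. As log2 CPM differences, P4HA1 stood at 1.32 in replicates 1 to 3 and 0.24 in replicate 4, and LDHA at -0.54 and -1.31. LDHA was not called in 3 of the 8 fits that left out 1 library (edgeR adjusted p from 0.0520 to 0.0803 in these 3).

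The HOX genes did not move together. Of the 20 tested HOX genes 18 were called, adjusted over the list alone as over all genes tested, 14 of them lower and 4 higher with growth factors. All 12 tested genes of the A, C and D clusters were among the lower ones. The signs and calls of the 20 genes were the same under the 3 other scalings tried. The 4 higher genes were HOXB2 (log2 fold change 1.70), HOXB4 (1.74), HOXB5 (0.94) and HOXB6 (0.86), which are named, like HOXA10, after their values were seen. HOXB5 stood at 57.1 ± 19.2 CPM with small molecules and 108 ± 13.2 CPM with growth factors (SD, n = 4). HOXA10, at 78.9 ± 19.7 and 1.70 ± 0.810 CPM (SD, n = 4), had a log2 fold change of -5.48 (SE 0.30, edgeR adjusted p = 4.0e-07). The median of the list was -3.27 in replicates 1 to 3 and -3.24 in replicate 4, on the scale of log2 CPM differences.

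**Figure D4:**
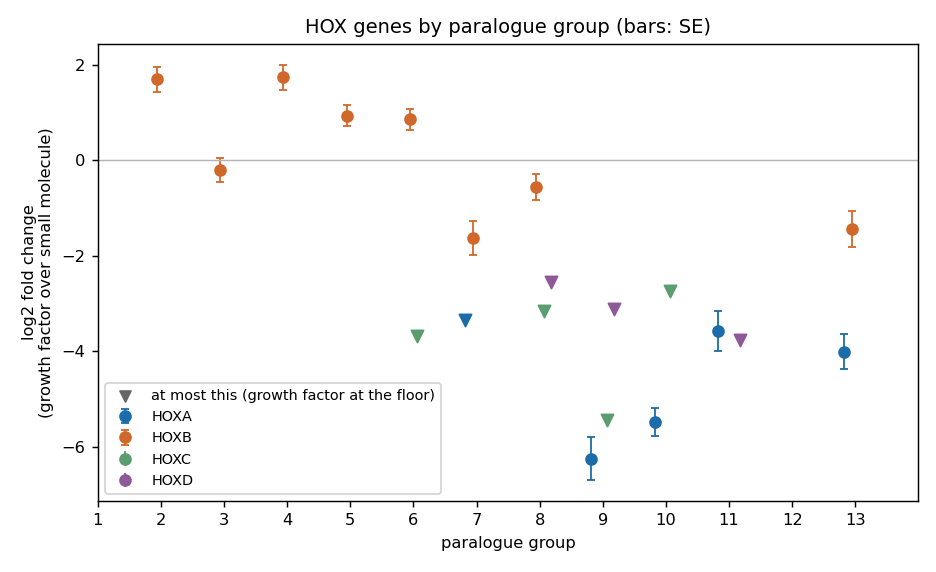
Log2 fold change (vertical axis, growth factor over small molecule) of the 20 tested HOX genes against their paralogue group (horizontal axis), with colours for the 4 clusters. Circles carry the standard error, and triangles mark genes at or under 3 counts in the growth factor libraries, whose change is at most the value drawn. The 4 points clearly above 0 are genes of the HOXB cluster in groups 2 to 6.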

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

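Chosen only after the result was seen were the tests of a different run, of swapped labels and of endoderm-like cells as a source of the replicate 4 split, the tests of depth, of neural crest or ectodermal cells and of epithelial cells for the hepatic genes, and the test of endoderm-like cells for effects that differ by replicate.

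Single libraries lay far from the other 3 of their protocol more often than chance gives. Of 176 sets of 4 values, 39 had a library whose gap to the others passed Dixon's criterion, where about 8.8 are expected by chance. In 35 of the 39 it was replicate 4, with 26 in growth factor replicate 4 and 9 in small molecule replicate 4. The remaining values were the hemogenic list score of growth factor replicate 3 (5.84), MYL4 in growth factor replicate 3 (29.4 CPM), DCN in growth factor replicate 1 (0.590 CPM, 1 count) and LEF1 in small molecule replicate 2 (27.0 CPM), a number that chance alone would give.

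Growth factor replicate 4 had 19634 genes detected, where the other 3 had 18677 to 18716. Mitochondrially encoded genes took 2.10% of its counts, ribosomal protein genes 8.84% and processed pseudogenes 0.980%, and its distance from the other libraries was 0.597. In small molecule replicate 4 mitochondrially encoded genes took 1.74%. The list scores (mean log2 CPM) of growth factor replicate 4 were 7.93 for pan-endothelial, 7.11 for arterial, 5.35 for cardiac, 7.46 for basement membrane, 4.08 for WNT, 5.52 for BMP, 5.96 for cell cycle and 5.20 for hypoxia genes. The basement membrane score of small molecule replicate 4 was 7.74. In growth factor replicate 4, AFP (79.3 CPM), APOA2 (35.5), MTTP (13.6), HNF4A (11.0), FOXA2 (7.31), EPCAM (29.7), NRP2 (312) and LDHA (163) were low. CLDN5 (152 CPM), GJA5 (209.8), MYB (49.6), L1TD1 (110.1) and CDKN1A (249) were high. In small molecule replicate 4, POSTN (85.9 CPM), TWIST1 (20.3), COL3A1 (911), TDGF1 (63.2), L1TD1 (5.22), P4HA1 (158) and APLN (0.580, 1 count) were high.

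Several technical sources of the replicate 4 split were tested. Depth is unlikely to be the cause, since after thinning to the smallest total replicate 4 still lay 1.49 times as far from its group as replicates 1 to 3, against 1.48 before. GC content of transcript ends is unlikely to be the whole cause. With a GC offset 2362 of 11132 genes differed between replicate 4 and the rest, against 2347 without it, with 2143 shared. Swapped labels are unlikely, because the HOX list had a median of -3.24 in the replicate 4 pair, the direction of replicates 1 to 3. Another share of endoderm-like cells is unlikely to be the whole cause, as the small molecule libraries list these genes near 0. The deviations of the 2 replicate 4 libraries correlated across genes (r = 0.358, and 0.468 over 7801 genes with a small protocol effect).

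A different sequencing or quantification run is a candidate explanation for part of the split. Of 117 tested processed pseudogenes, whose reads are shared with their parent genes, 47.9% differed between replicate 4 and the rest. Among protein-coding genes of the same abundance 18.5% did. In a permutation test that drew such genes 10000 times at random, p was 0.0001, the smallest it can give. A difference of at least 4-fold was found for 14.5% of the pseudogenes and for 0.417% of all 10551 tested protein-coding genes. For this comparison the genes were not matched on abundance. Between protocols the pseudogenes were called less often than the matched genes, 12.8% against 24.5%. A separate differentiation of replicate 4 stays open beside it and was not tested, because the labels give no dates or batches.

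The low hepatic genes in growth factor replicate 4 may reflect fewer cells of another type in the sorted fraction. A second list of 20 hepatic and yolk-sac endoderm genes, written before its values were seen, had 17 genes above 3 counts. In 16 of them growth factor replicates 1 to 3 lay above all small molecule libraries, and the median ratio of growth factor replicate 4 to replicates 1 to 3 was 0.191. For the 8 genes first seen it was 0.132. Other abundant hepatic genes, named after their values were seen, included APOA1 and TTR beside AFP and FGB. APOA1, TTR and AFP stood at 705, 420 and 330 CPM on average in growth factor replicates 1 to 3 and at 68.9, 49.0 and 79.3 CPM in replicate 4. FGB stood at 321 to 383 CPM and at 63.1 CPM. ALB had at most 1 count in any library and APOH had 0, so the pattern would be that of early endoderm and not of mature liver. None of the 20 genes is in the 16 fixed lists.

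Depth is unlikely to explain the hepatic genes, since 16 of the 17 second-list genes kept their order after thinning. Of the 8 genes first seen 5 passed the filter after thinning, and these 5 were called. Neural crest or ectodermal cells were left undecided. Of 14 such genes 4 were above 3 counts, and 2 of these 4 (OTX2 and TFAP2A) were higher in growth factor replicates 1 to 3, against 16 of 17 in the second list (Fisher's exact test, p = 0.0797). The median replicate 4 ratio of the 4 genes was 0.926, so they did not fall with the hepatic genes in growth factor replicate 4, which counts against such cells. With 4 genes and a single library this does not exclude them. Of 14 epithelial genes 13 were higher in growth factor replicates 1 to 3, with a median replicate 4 ratio of 0.471, and 2 of the 14 belong to the fixed lists. KRT19 stood at 944 CPM there, at 162 CPM in growth factor replicate 4 and at 60.0 CPM with small molecules. Endoderm is itself epithelial, so for these genes endoderm-like and other epithelial cells cannot be told apart. Expression of these genes by the CD34-positive cells themselves stays open, since no single-cell data were used here.

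Whether the protocol effect itself differed between replicate 4 and the rest could not be tested. With 1 replicate 4 library per protocol, a fitted difference may be no more than the spread between libraries. Whether another share of endoderm-like cells contributed to such differences was left undecided. The protocol difference of the second list shifted by a median of -1.55 on the log2 scale in replicate 4, against replicates 1 to 3. These genes lie at or near 0 counts with small molecules, so the shift rests on growth factor replicate 4 and decides nothing. No explanation of effects that differ by replicate was settled by a test.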

How the results depend on the processing

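Chosen after the data were seen were the replicate 4 term, the GC offset, replicates 1 to 3 alone or summed, summed gene copies, and fitted values for the HOX genes at the floor. The number of genes differing between protocols moved by more than 1.5 times under 4 of 22 alternatives. It was 4146 with replicate 4 as a term (2050 genes higher with small molecules) and 4039 with a GC offset added (1978 genes higher with small molecules). It was 4479 in replicates 1 to 3 alone (2301 genes higher with growth factors, 2178 with small molecules). With replicates 1 to 3 summed it was 266 (157 and 109), which leaves 2 libraries per protocol and no term for replicate 4. The 266 genes had changes of at least 2-fold. Without a filter on low counts there were 2229 genes higher with growth factors and 2022 genes differing at least 2-fold. The 2-fold count was 699 with a mean count of at least 20, which tests fewer genes, and 414 when tested against a 2-fold change. Across the 8 fits that each left out 1 library, 2010 to 3366 genes were called, 1127 to 1805 higher with growth factors, 868 to 1561 higher with small molecules and 1034 to 1375 at least 2-fold. The other scalings and tests called 2581 (limma-voom) to 2741 (DESeq2) genes. The balance of directions moved in some of them. With total counts without TMM 1653 genes were higher with growth factors and 994 with small molecules, and with DESeq2 1640 and 1101. With DESeq2 size factors in edgeR they were 1459 and 1227, and with limma-voom 1377 and 1204.

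CD34 kept its direction in all 22 alternatives and its call in 21. Summing replicates 1 to 3 gave -0.54 (edgeR adjusted p = 0.415), with fewer libraries. Leaving out 1 library gave -0.998 to -0.67. Of 72 other named genes none changed direction, and 70 kept their call in the 8 fits without 1 library, PDPN and LDHA being the exceptions. FOXA2 and MTTP lost it under robust edgeR, CCN2 and NKX2-5 under limma-voom, and 36 genes with replicates 1 to 3 summed. A mean count of at least 20 left 58 of them tested.

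With a mean count of at least 20 the hemogenic median was 0.43 (adjusted p = 0.155), the cardiac 0.76 (adjusted p = 0.194), the HOX -0.56 (adjusted p = 0.0587) and the VEGF -0.10. These rest on 6 of 18, 6 of 15, 11 of 39 and 12 of 17 genes. In replicates 1 to 3 the pan-endothelial list was called (-0.39, adjusted p = 0.0260), the TGF-beta and activin list was not (0.57, adjusted p = 0.0512), and the hypoxia median was 0.19. With replicates 1 to 3 summed the pluripotency median was -0.0286 and the cardiac list lost its call (0.62, adjusted p = 0.134). Fry also called the venous and lymphatic (-0.45, adjusted p = 0.00341), protease (0.13, adjusted p = 0.00215), VEGF (0.0553, adjusted p = 1.5e-05) and WNT (-0.58, adjusted p = 0.00513) lists. An estimated correlation gave an adjusted p of 0.0676 for the hemogenic (1.78), cardiac (1.02), TGF-beta (0.58), BMP (1.69) and cell cycle (-0.58) lists and 0.208 for the mesenchymal list (-1.46). Leaving out 1 library moved the pan-endothelial median from -0.31 (called without growth factor replicate 4, adjusted p = 0.0388) to -0.11, the pluripotency median from -0.0191 to 0.25 and the hypoxia median from -0.15 to 0.0149. The pluripotency median was also -0.0032 without growth factor replicate 1, and the hypoxia median 0.0138 without small molecule replicate 4. Except where a smaller number of genes or libraries is named, the cause was not tested.

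With fitted values in place of bounds for the 8 HOX genes at the floor, rho of the HOX change with the paralogue number was -0.382 (permutation p = 0.0973) against -0.655, and without cluster B it was 0.793 (permutation p = 0.0029) against -0.304.

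The ratio of spreads ran from 0.790 to 1.09 when 1 library was left out. It lay above 1 without small molecule replicate 4 (1.05) and without growth factor replicates 1, 2 and 3 (1.09, 1.09 and 1.08). The share of variance on the first component was 70.8% for the 500 most variable genes, 63.2% with a mean count of at least 100 and 74.4% in replicates 1 to 3. It ran from 54.2% to 66.0% when 1 library was left out.

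Replicates 1 to 3 were not paired by their numbers, while both replicate 4 libraries deviated together. The deviations of same-numbered libraries correlated by 0.135, 0.0580, 0.127 and 0.358, and in replicates 1 to 3 alone by 0.0292, 0.0124 and 0.0319. With a replicate block 3645 genes were called, 2675 of them among the 2685. At totals of 1096263 to 1830274 counts, the depth limits the fold changes of genes at the floor to lower bounds.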

Other observations

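Chosen only after the result was seen were the tests of an axial shift, of genes near the floor among the HOX genes and of shared reads for VAMP7.

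Other splits of the 8 libraries into 4 and 4 gave few gene calls. Only 1 of the 35 splits, the real one, gave 2685 genes or more, and no other gave more than 2. Each other split mixes libraries of both protocols, so the protocol difference enters its error and makes gene calls unlikely. The comparison therefore does not measure the error rate of the calls, nor whether replicates 1 to 3 are independent. The real split was also the 1 of 35 with as many 2-fold changes and the 1 of 35 with as many lists. Lists were called more readily than genes, and another split gave 6 lists with 0 genes called. Small molecule replicates 1 and 2 with growth factor replicates 3 and 4, a split balanced for protocol, gave 3 lists and 0 genes. The number of lists called by camera therefore sets the real split less apart than the number of genes does.

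The lower CD34 transcript level and pan-endothelial list in growth factor replicates 1 to 3 are unlikely to reflect a lower share of endothelial cells alone. That would lower these genes together, but 5 were higher and 12 lower with growth factors at an adjusted p under 0.05 in these replicates (edgeR), over a range of -2.82 to 0.98. A difference in the state of the endothelial cells stays open and was not tested.

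The lower HOX genes with growth factors are unlikely to come from scaling, since the median nearest 0 under the other scalings was -4.69. They are also unlikely to come from low counts alone. Of the 10 most abundant HOX genes 5 were lower and 4 higher. A shift of axial position between the protocols' cells stays open, because the genes at the floor decide its test. With these 8 of the 20 genes set to their bounds, the log2 fold change fell with the paralogue number across genes, which are not independent replicates (Spearman rho = -0.655, permutation p = 0.0021). With their fitted values it did not do so beyond chance (rho = -0.382, permutation p = 0.0973). Over the 12 genes outside cluster B rho was -0.304 with the bounds (permutation p = 0.333) and 0.793 with the fitted values (permutation p = 0.0029), so the sign of the relation is not known there. Of 6 genes in groups up to 6, 4 were higher, all of cluster B, and of 14 in higher groups 13 were lower. Only cluster B, with no gene at the floor, fell either way (rho = -0.738 over 8 genes, exact permutation p = 0.0458). Cells of different origin stay open as well.

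Gain or loss of a chromosome in the cells of one protocol is unlikely to have shaped the comparison. Over 23 chromosomes the median log2 fold change ran from -0.0930 to 0.0891.

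VAMP7 was listed at 0 in the growth factor libraries in one table entry (at least 6.39-fold lower, edgeR adjusted p = 0.00016), and the other entry of the gene was 0 in the small molecule libraries. Reads shared between the 2 copies may explain this, as their sum had a log2 fold change of 0.0159 (SE 0.37, edgeR adjusted p = 0.980). AKAP17A and ASMTL, also with 2 copies, moved from one copy to the other between libraries of one protocol, so this assignment need not follow the protocol.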
